A study of Oryza sativa with 15 samples. Its data were reported in "Single-cell transcriptomics reveal how root tissues adapt to soil stress" (2025).

How the data were processed

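Bulk RNA-seq counts of rice root tips were analysed in 15 libraries, in 5 groups taken from the labels: gel (4), non-compacted soil (3), compacted soil (3), and roots protoplasted for 2.5 h (2) or 3 h (3). The deposited values are raw counts of reads per gene, made by the authors with CASAVA for base calling and HISAT2 for alignment, whose versions are not given in the sources used here. The genome build and the counting tool are likewise not given in the sources used here. Genes carry MSU rice identifiers, and the gene positions printed are those of the deposited files. The per-sample counts were checked against the combined table and were equal in 15 of 15 libraries. The line without a gene identifier was not used.

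Depth per library was 40.9 to 66.8 M counts (M, 1e6 counts). Of 55985 genes, 26528 had a protein description, 2284 were named by a rice protein entry that matched 1 gene, and 185 were named from the lists of the study. Genes with near-identical copies or antisense overlaps (1511 genes with an antisense overlap, 230 with an overlap on the same strand) have uncertain counts. Each pair of replicates within a group differed by more than counting noise (mean chi-square per gene 5.7 to 110.7). The value was 5.7 for gel replicates 3 and 4 and 26.8 to 110.7 for the other gel pairs. Protoplasted pairs had 8.6 to 11.7 and soil pairs 30.1 to 63.9, so the spread was smaller in the protoplasted groups.

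Changes were tested with edgeR 4.0.16 (R 4.3.3), with TMM scaling, filterByExpr, a robust quasi-likelihood fit and F-test, and Benjamini-Hochberg adjustment over all tested genes. A gene was called changed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The SE of a log2 change is its size divided by the square root of the F statistic. CPM were scaled with TMM within each comparison, so the level of a group differs slightly between comparisons. Protoplasted roots were compared with gel roots as the mean of the 2 digestion times. Where a group had no counts, the fold is a bound against 3 counts over the group, and with 1 to 3 counts a ratio with a 95% counting interval is given.

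Gene lists were tested with camera of limma 3.58.1 on voom log2 CPM, two-sided, with a preset correlation of 0.01 between genes, for lists of at least 3 tested genes, adjusted over the lists of each comparison (38, 28, 20 and 15 lists). Beside them stand the adjusted p with a correlation estimated per list, and gene counts adjusted over the list alone. Lists came from the locus lists of the study, from background knowledge and from keywords in the descriptions. Keyword lists are broad: the ribosomal list takes in organellar entries, the fermentation list takes in other genes with an alcohol dehydrogenase domain, the LEA list takes in LEA_2 genes, and the glutathione list takes in elongation factor 1-gamma. The keyword first set for class III peroxidases matched no description, so that list was set after the descriptions were seen.

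The groups, comparisons, tests, thresholds, lists, alternatives and the rule for naming genes were chosen before the data were examined, apart from the exceptions named in the text. The rule named, per comparison, the 6 higher and the 6 lower genes with the largest change among changed genes with a mean of at least 10 CPM, no overlap between replicates and a description, then up to 4 members of each list by smallest adjusted p, then a fixed set given whatever it showed. Of the list members, the text gives mainly those whose call held without each single library, a choice made after the data were seen.

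Alternatives were DESeq2 1.42.0, its size factors in edgeR, library totals, no filter on low counts, no fold threshold, a stricter threshold (adjusted p under 0.01 and fold of at least 4), all 5 groups in 1 fit, a replicate block, each digestion time alone and leaving out each library in turn. A minimum of 10 CPM was added after the data were seen. Other splits of the libraries were refitted, at most 100 per comparison. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

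The edgeR test was tested on simulated data built from the counts. Of 100 genes moved by a log2 of 1.5 it called 81, 73, 70 and 63 in the order of the report, and of 100 moved by 3 it called 94, 94, 82 and 86. Camera called 10 of 10 moved lists in each comparison, and 1 of 10 unmoved lists for compaction and 0 of 10 in the others. Simulated genes varied independently, so this does not show how often camera calls unmoved lists whose genes vary together. Single-cell data of the study were not used here.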

Results

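RNA was counted per gene in 15 bulk RNA-seq libraries of rice root tips (Xkitaake), which fall into 5 groups. Intact roots came from gel (4 libraries), non-compacted soil (3 libraries) and compacted soil (3 libraries). Protoplasted roots, whose cell walls had been digested with enzymes, came from digestions of 2.5 h (2 libraries) and 3 h (3 libraries). The table held counts for 55985 genes, and the totals per library lay between 40.9 and 66.8 M (M, 1e6 counts). The totals were 41.7 to 66.8 M in gel, 43.3 to 45.6 M in non-compacted soil, 40.9 to 42.2 M in compacted soil, 43.7 to 46.3 M after 2.5 h and 43.5 to 44.7 M after 3 h. Gel replicate 2 was the deepest library at 66.8 M and had 25413 genes with counts, against up to 27835 in the other gel libraries. Levels are counts per M (CPM) after TMM scaling, given as mean ± SD, and changes are log2 values ± SE. For every gene named as having risen or fallen, all replicates of one group lay above all replicates of the other. The study describes the replicates of the soil groups as biological. For gel and protoplasted roots the labels do not say whether replicates came from separate cultures, so there p-values measure the spread between these libraries, which may be technical. The sample titles of the protoplasted libraries name no growth medium or batch. A difference from the gel libraries in either could not be told apart from digestion. Intervals and floors cover counting error only.

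**Figure D1:**
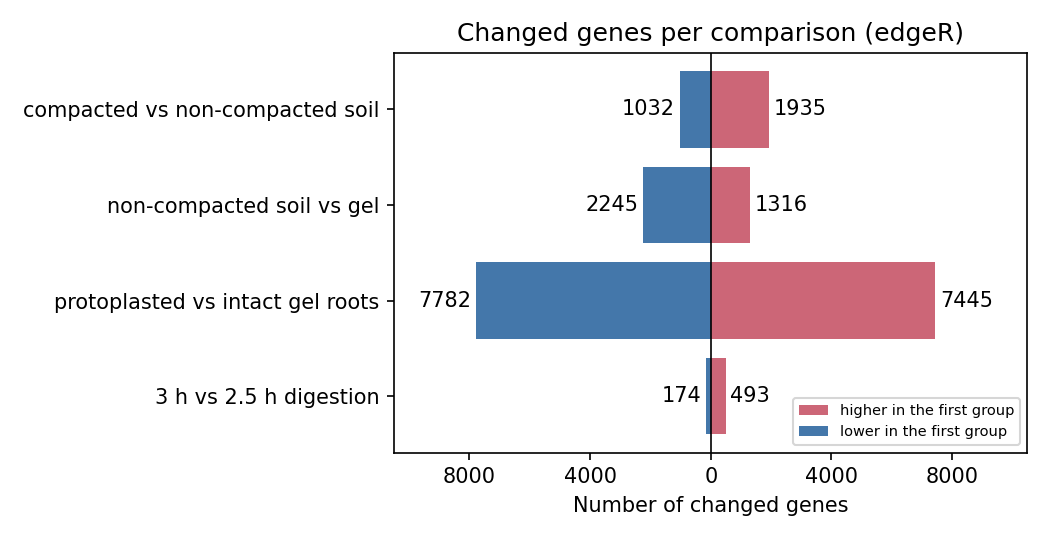
Number of genes called higher (up) and lower (down) in each of the 4 comparisons, as bars from 0. Changed genes numbered 15227 for protoplasted against gel roots, 2967 for compaction, 3561 for soil against gel and 667 for the longer digestion.

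The comparison of compacted with non-compacted soil asked how roots respond when soil is mechanically hard. Single genes for the synthesis of abscisic acid (ABA), a hormone of water deficit, and the water stress genes as a list rose in compacted soil, while the ABA synthesis list and the LEA and dehydrin list did not pass. The water stress list had adjusted p = 0.565 with an estimated correlation. NCED1 (LOC_Os02g47510; chromosome 2, 29026070 to 29028259), a dioxygenase of the committed step of ABA synthesis, was at 6.03 ± 2.07 CPM in compacted and 0.745 ± 0.448 CPM in non-compacted soil (n = 3 each), a change of 3.01 ± 0.45 (adjusted p = 0.00363). NCED5 (LOC_Os12g42280; chromosome 12, 26268230 to 26270794) rose by 2.49 ± 0.42 (adjusted p = 0.00541). The dehydrin RAB21, also known as RAB16A (LOC_Os11g26790; chromosome 11, 15342564 to 15343857), was at 5.1 ± 1.93 against 0.0317 ± 0.0146 CPM, a rise of 7.21 ± 0.49 (adjusted p = 0.000198). Its neighbours RAB16C and RAB16B had no counts in non-compacted soil and were at least 184-fold and at least 157-fold higher in compacted soil, with the floor set at 3 counts over the group.

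Of 14 tested ABA biosynthesis genes 4 rose and 1 fell, and the list as a whole did not pass (limma camera, adjusted p = 0.079), though it did without compacted replicate 3 (0.0445) and with no filter on low counts (0.0192), in 2 of 10 alternatives that ranged up to 0.565. OsSDR, a short-chain dehydrogenase, rose by 2.03 ± 0.22, and NCED3 rose by 1.59 ± 0.36 (adjusted p = 0.0163), a call lost without non-compacted replicate 3 (1.43, adjusted p = 0.0605). The gene that fell was OsAO3, described as an aldehyde oxidase-like protein, at 4.55 ± 0.386 against 83.4 ± 46 CPM (−4.20 ± 0.53). MHZ5, a carotenoid isomerase, had a change of 0.95 ± 0.15 (adjusted p = 0.00423), under the fold threshold, which it passed with library totals and without non-compacted replicate 1 (1.09). The zeaxanthin epoxidase ZEP, or OsABA1, stayed under it at 0.75 ± 0.12 (adjusted p = 0.00372). OsAAO1 had 0.56 ± 0.28 (adjusted p = 0.199). Adjusted over the list alone, 4 rose and 2 fell. CYP707A7, an ABA 8'-hydroxylase that inactivates the hormone, fell by 3.57 ± 0.64 and was the 1 changed gene of 3 ABA catabolism genes (list adjusted p = 0.188). None of 6 ABA receptors changed by edgeR at either adjustment or by DESeq2, with 0 at an unadjusted p under 0.05, although OsPYL5 passed without compacted replicate 1 (−1.83, adjusted p = 0.0323), and their median was −0.06, or 0.09 with library totals. Of 9 ABA signalling regulators 3 rose, among them the type 2C protein phosphatases OsSIPP2C1 (2.72 ± 0.39) and OsPP2C49 (2.34 ± 0.42), which restrain ABA signalling. That list rose (adjusted p = 0.022, or 0.0614 without non-compacted replicate 1, and adjusted p = 0.565 with an estimated correlation), with the same counts adjusted over the list alone.

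Water stress genes rose as a group. Of 14 tested, 11 rose and 2 fell, with a median of 5.63, or 5.43 with genes at 0 counts set at their floor (camera, adjusted p = 0.00118). The BURP domain gene BURP10 had 3 counts in non-compacted soil and 1179 in compacted soil, a ratio of 381 (95% counting interval 130 to 1848). The list's adjusted p = 0.565 with an estimated correlation. Of 8 ABA-responsive genes shown in the study 4 rose and 2 fell, with no call for the list (adjusted p = 0.101). OsPR10c rose, from 3 counts, by a ratio of 19.4 (6.32 to 96.6), and ASR5 fell by 1.23 ± 0.23, a call lost without compacted replicate 3 (adjusted p = 0.0501). Adjusted over the list alone, the counts of these lists were the same numbers. Because the study chose both lists on its own data, these counts are not independent evidence of direction. Across 56 late embryogenesis abundant (LEA) and dehydrin genes, 12 rose and 6 fell (13 and 7 adjusted over the list alone; list adjusted p = 0.817; median −0.07, or 0.08 with library totals). LEA14 (LOC_Os01g50910) was at 42.1 ± 12.8 against 0.258 ± 0.347 CPM, a rise of 7.36 ± 0.77, and the LEA family gene LOC_Os01g09880 fell by 1.33 ± 0.10.

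Genes for lignin and suberin, the polymers that seal root cell walls, rose in part. CAD4 (LOC_Os11g40690; chromosome 11, 24302518 to 24307835), a cinnamyl alcohol dehydrogenase of the last step to monolignols, was at 55.3 ± 14.4 CPM in compacted and 3.29 ± 1.69 CPM in non-compacted soil (4.07 ± 0.43, adjusted p = 0.00201). The peroxidase OsPRX115 had no counts in non-compacted soil and was at least 325-fold higher. The glycerol-3-phosphate acyltransferase LOC_Os01g63580, of a family that makes suberin and cutin precursors, rose by 3.04 ± 0.52, and the BODYGUARD-type hydrolase LOC_Os06g04169 by 2.15 ± 0.42. Of 17 selected suberin and lignin genes 10 rose and none fell by edgeR (11 adjusted over the list alone; camera, adjusted p = 3.96e-07, and adjusted p = 0.475 with an estimated correlation), in a list the study chose, so not independent evidence. They included the GDSL lipases GELP13 (2.04 ± 0.26) and GELP100 (1.70 ± 0.17), of a family that links suberin. CAD8D had 3 counts in non-compacted soil and a ratio of 80.4 (27.2 to 392). Its fitted change of 6.16 was 9.35 without non-compacted replicate 1. In the broader literature lists the split was 3 higher and 2 lower of 12 lignin genes (adjusted p = 0.482) and 4 higher of 24 suberin genes (adjusted p = 0.494), each with the same counts adjusted over the list alone. MYB48/59, in the secondary wall regulator list, rose by 2.23 ± 0.18 and MYB58/63 fell by 1.83 ± 0.26. Among those 18 transcription factors 1 rose and 2 fell (2 and 2 adjusted over the list alone; list adjusted p = 0.628; median −0.12, or 0.03 with library totals, which called 2 higher and 1 lower).

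Endodermis markers fell. Of 5 markers of this innermost cortical layer, which builds the Casparian strip, 4 fell: the peroxidase prx5 (LOC_Os01g15810; chromosome 1, 8903333 to 8905428) by 1.88 ± 0.16, the laccase OsLAC12 by 1.91 ± 0.21, LOC_Os10g06680 by 1.72 ± 0.25 and LOC_Os01g67390 by 1.54 ± 0.16. OsBBS1, named after its value was seen, had −0.39 (adjusted p = 0.16). The list median was −1.72 (camera, adjusted p = 0.000222, and adjusted p = 0.565 with an estimated correlation). Of 8 xylem markers 3 fell (4 adjusted over the list alone, 1 with library totals), and the list fell (adjusted p = 0.0239, or 0.0559 without compacted replicate 1 or non-compacted replicate 1, and adjusted p = 0.565 with an estimated correlation). OsDIR24, a dirigent protein of the family that steers phenolic coupling, was at 11.1 ± 1.04 against 50.1 ± 4.47 CPM (−2.17 ± 0.12, adjusted p = 0.000111). The secondary wall cellulose synthases were near threshold. CESA4 had −1.10 ± 0.34 (adjusted p = 0.0612), passed with DESeq2 (adjusted p = 0.000893) and without non-compacted replicate 2 (−1.39, adjusted p = 0.00346), and was at −0.72 without non-compacted replicate 1. CESA7 fell by 1.05 ± 0.29 (adjusted p = 0.045), a call lost without compacted replicates 1, 2 or 3 (adjusted p = 0.121, 0.12 and 0.119), non-compacted replicate 1 (−0.66) or replicate 3 (adjusted p = 0.0904), and with library totals or the replicate block. CESA9 fell by 1.19 ± 0.32 and lost its call without the same libraries (adjusted p = 0.116, 0.111 and 0.113, a value of −0.79, and adjusted p = 0.094) and with library totals or the replicate block. These genes were the 2 of 11 cellulose synthases that fell (3 adjusted over the list alone, 0 with library totals), and the list fell with a median of −0.61 (adjusted p = 0.00225, and adjusted p = 0.565 with an estimated correlation).

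**Figure D2:**
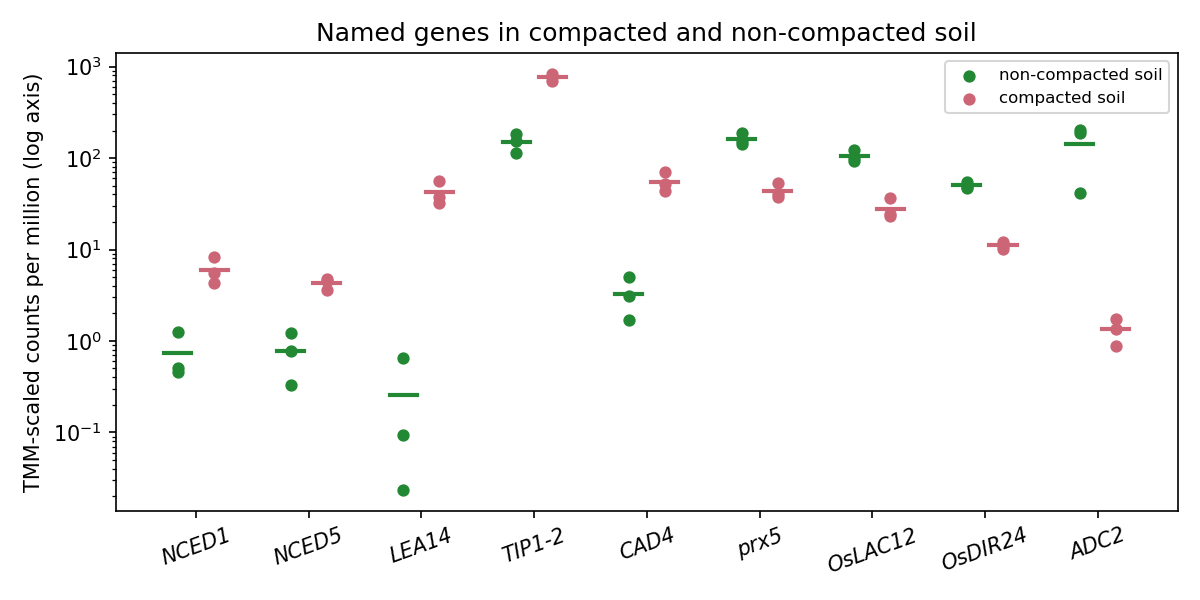
Level (CPM, log axis) of NCED1, NCED5, LEA14, TIP1-2, CAD4, prx5, OsLAC12, OsDIR24 and ADC2 in each library of non-compacted and compacted soil, dots for libraries and lines for means. CAD4 rose from 3.29 to 55.3 CPM and prx5 fell from 161 to 43.5 CPM.

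Of 6 cortex markers 2 fell (1 with library totals), with a median of −0.35 (adjusted p = 0.0202, or 0.0696 without compacted replicate 2). None of 5 meristem markers changed by edgeR, but the list fell with a median of −0.29 (adjusted p = 0.0361), a call lost without compacted replicates 1 (0.053) or 2 (0.0627) or non-compacted replicate 2 (0.0864). OsUBC27 and GRF6 of that list had −0.47 ± 0.13 and −0.26 ± 0.13. Of 3 sclerenchyma markers 2 fell (list adjusted p = 0.0489), a call lost without compacted replicates 1 (0.093), 2 (0.0899) or 3 (0.0748), non-compacted replicates 1 (0.0745) or 3 (0.0581), and with DESeq2 size factors. Neither gene call held with library totals or the replicate block: OsMYB86-L2 (−1.01) also lost its call without compacted replicates 1 (adjusted p = 0.0539) or 3 (0.0714) or non-compacted replicate 1 (−0.72), and OsMYB103 (−1.02) without any library except non-compacted replicate 2 (adjusted p = 0.055 to 0.128). Of 11 trichoblast (root hair cell) markers 1 fell, none adjusted over the list alone, and the list median was −0.67 (adjusted p = 0.0392), a call lost without compacted replicate 2 (0.145) or non-compacted replicates 1 or 3 (0.111 each), and with DESeq2 size factors. The cortex, meristem and sclerenchyma lists had adjusted p = 0.565 and the trichoblast list adjusted p = 0.729 with an estimated correlation. Root cap markers split, with 4 higher and 3 lower of 13 (adjusted p = 0.659), among them the P450 gene LOC_Os10g36848 at 1.51 ± 0.19 and the peroxidase LOC_Os06g32990 at −4.20 ± 0.64. Exodermis, phloem and vascular tissue markers had no changed member by edgeR with TMM (list adjusted p = 0.494, 0.792 and 0.167) and 1 higher each with library totals, LOC_Os03g37411 (1.13, and 1.15 and 1.11 without non-compacted or compacted replicate 2), OsAAP11G (1.02, and 1.00 without compacted replicate 2) and PHO1-2 (1.01), and 1 of 5 atrichoblast markers fell (0.563), where the median was 0.31 and the test pointed down. Among lists with no changed member, members at an unadjusted p under 0.05 numbered 3 of meristem, 3 of vascular tissue, 2 of exodermis and 2 of phloem, and DESeq2 called none. The study picked these markers, so they are not independent of its libraries.

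**Figure D3:**
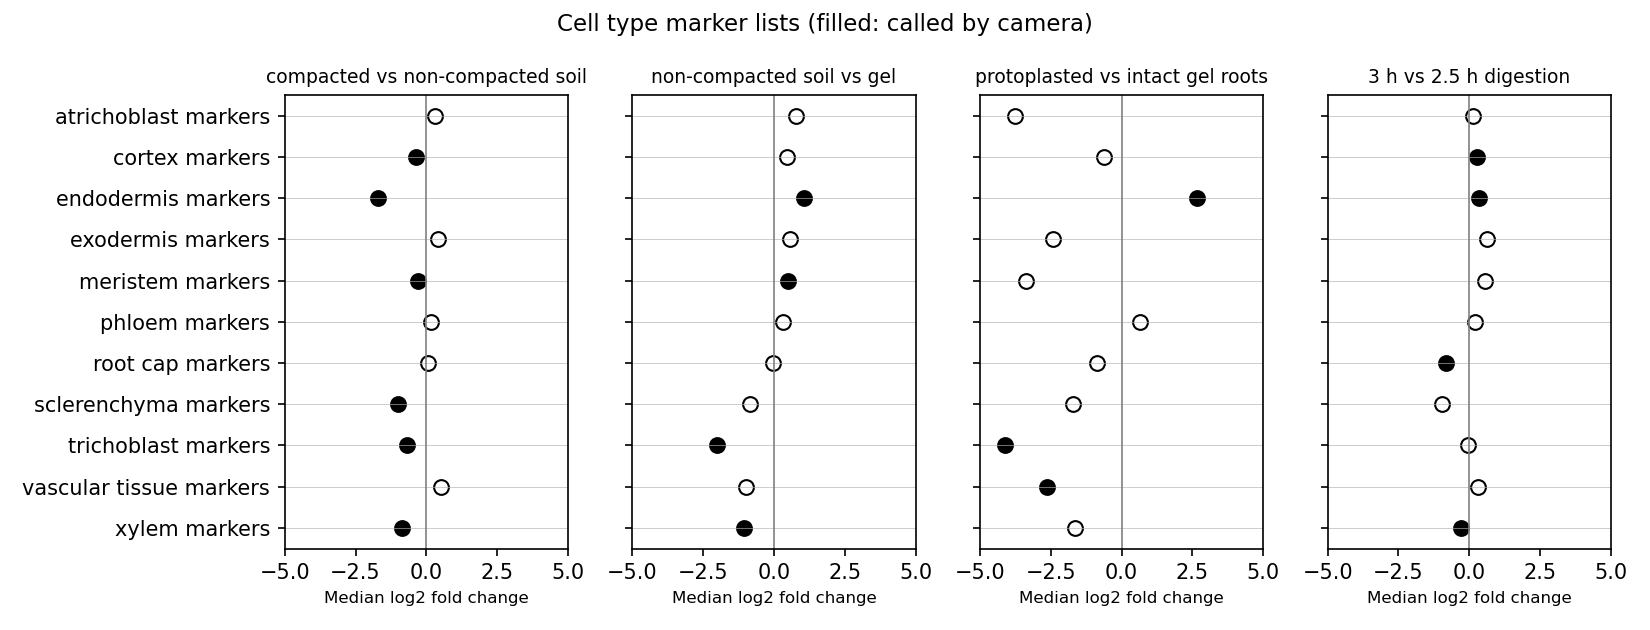
Median log2 fold change of 11 cell type marker lists in the 4 comparisons, filled points for lists called by camera and open points for the others. Endodermis markers had a median of −1.72 in compacted soil, 1.07 in soil against gel and 2.65 after protoplasting; the phloem median after protoplasting, 0.64, was −0.15 with library totals.

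Aquaporins, the membrane water channels, moved both ways under compaction. The tonoplast channel TIP1-2 was at 768 ± 65 against 150 ± 35.2 CPM (2.35 ± 0.18, adjusted p = 0.000313), PIP2-5 rose by 1.88 ± 0.17 and PIP1-3 by 1.77 ± 0.16. PIP2-6 fell by 1.13 ± 0.14, a call lost with library totals. Of 32 aquaporins 4 rose and 3 fell (6 and 3 adjusted over the list alone; list adjusted p = 0.817). Expansins, which loosen walls, had 4 higher and 4 lower of 48 at either adjustment (list adjusted p = 0.627; median −0.12, or 0.03 with library totals). EXLA4 rose by 2.24 ± 0.21, EXPA2 by 1.19 ± 0.13 and EXPA6 by 4.33 ± 0.59, and EXPB18 was at least 157-fold higher. Xyloglucan genes rose as a list with 3 of 8 members higher at either adjustment and a median of 0.83 (adjusted p = 0.00225), and xylanase inhibitors with 3 higher and 1 lower of 10 (5 and 1 adjusted over the list alone; adjusted p = 0.0143), both shown in the study and so not independent evidence. Each had adjusted p = 0.565 with an estimated correlation. LOC_Os08g40680, a xylanase inhibitor, rose by 5.36 ± 0.78.

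Hormone genes other than ABA changed in few members. The ethylene-forming oxidase OsACO1 rose by 2.50 ± 0.34, and 4 ethylene biosynthesis genes rose and 1 fell of 18 (adjusted p = 0.817, with a median of 0.18 where the test pointed down). OsERF109 (1.54 ± 0.26) was the 1 changed gene of 39 in ethylene perception and signalling (3 with library totals; adjusted p = 0.817, with a median of 0.05 where the test pointed down), and EIL1B, or OsEIL1, had 0.06 ± 0.14 (adjusted p = 0.801). ARF11 rose by 3.53 ± 0.31, 1 of 23 auxin response factors (adjusted p = 0.7; median −0.00, or 0.15 with library totals). The auxin repressors IAA13, which overlaps an antisense gene, and IAA14 fell by 1.27 ± 0.14 and 1.62 ± 0.29, among 28 Aux/IAA genes of which 1 rose and 2 fell (3 and 2 with library totals; adjusted p = 0.135, or 0.0247 without compacted replicate 1). Counts adjusted over the list alone were the same numbers for these 4 lists. The jasmonate list fell, with 2 of 9 lower (5 adjusted over the list alone, 1 with library totals; median −1.06; adjusted p = 0.00622, and adjusted p = 0.565 with an estimated correlation). TIFY11E, a jasmonate repressor, had 2 counts in compacted soil and a ratio of 0.0156 (0.00187 to 0.0576), and the synthesis enzyme AOC fell by 1.06 ± 0.13, a call lost without compacted replicate 2 (−0.95) and with library totals.

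Defence metabolism also changed. Of 8 diterpenoid phytoalexin genes 6 rose (8 adjusted over the list alone), with a median of 3.95 (adjusted p = 0.00118, and adjusted p = 0.565 with an estimated correlation). CYP99A3, of the momilactone pathway, rose by 4.75 ± 0.82 and LOC_Os02g36110, an ent-cassadiene hydroxylase, by 4.72 ± 0.69, and the cassadiene synthase LOC_Os02g36140 had a ratio of 41.3 (13.8 to 203) on 3 counts. Class III peroxidases split into 18 higher and 24 lower of 116 (19 and 25 adjusted over the list alone), with a median of −0.49 (adjusted p = 0.00622, or 0.116 without compacted replicate 2, and adjusted p = 0.817 with an estimated correlation). The abundant LOC_Os01g15830 fell from 1114 ± 182 to 341 ± 70.9 CPM (−1.71 ± 0.18) and LOC_Os10g39170 by 1.63 ± 0.17. Of 57 phenylpropanoid and flavonoid entry enzymes 4 rose and 14 fell (5 and 15 adjusted over the list alone; adjusted p = 0.0319, or 0.116 without compacted replicate 2, and adjusted p = 0.712 with an estimated correlation). Genes described as bisdemethoxycurcumin synthase, type III polyketide synthases, led the fall, with LOC_Os05g12180 at −7.53 ± 0.70, LOC_Os10g07616 at −7.10 ± 0.66 and LOC_Os10g07040 at −6.82 ± 0.48, and LOC_Os10g08620 was at least 242-fold lower. Of 72 glutathione S-transferases 19 rose and 7 fell at either adjustment (adjusted p = 0.296), including LOC_Os10g38670 at −5.16 ± 0.35 and the zeta class LOC_Os11g14040, higher at 7.8 ± 0.626 against 1.82 ± 0.396 CPM. Of 36 fermentation and haemoglobin genes 4 rose and 2 fell at either adjustment (adjusted p = 0.952; median −0.02, or 0.13 with library totals), and the pyruvate decarboxylase LOC_Os01g06660 rose by 2.50 ± 0.31. Core histones had 1 higher of 42, none adjusted over the list alone, and fell as a list by a median of 0.12, which was 0.03 above 0 with library totals (adjusted p = 0.0286, or 0.093, 0.395 and 0.109 without compacted replicate 1, compacted replicate 2 and non-compacted replicate 2, and adjusted p = 0.915 with an estimated correlation).

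Among changed genes with a mean of at least 10 CPM and no overlap between replicates, the largest rises were MT2C, a small metal-binding metallothionein, at 148 ± 81 against 0.554 ± 0.458 CPM (8.04 ± 0.84), LEA14, the dirigent gene LOC_Os01g26340 (6.75 ± 0.58), the aminopeptidase LOC_Os09g19800 (6.10 ± 0.57), the proline-rich protein gene LOC_Os06g07220 (5.97 ± 0.79) and the receptor kinase LOC_Os09g37840 (5.19 ± 0.94, a call lost without non-compacted replicate 3, adjusted p = 0.0763). The largest falls under the same limits were the dirigent gene LOC_Os08g26110 (−9.80 ± 0.67), the GDSL lipases LOC_Os01g11730 (−7.69 ± 1.24) and LOC_Os10g25340 (−7.45 ± 1.13, or −12.79 without compacted replicate 1), the jasmonate-induced LOC_Os04g24328 (−6.81 ± 0.65), the arginine decarboxylase ADC2 of putrescine synthesis (−6.75 ± 0.78) and BURP11 (−6.49 ± 0.98). Of 24329 tested genes 1935 were higher and 1032 lower in compacted soil (edgeR), and 430 higher and 446 lower with a minimum of 10 CPM, an alternative added after the data were seen. The replicates did not overlap in 10562 genes (43.4%, where chance gives 10%). Library totals moved the median of all genes to 0.18. Camera called 17 of 38 lists, 6 higher and 11 lower, 10 without compacted replicate 2 and none with an estimated correlation (lowest adjusted p = 0.475; 1 list at an unadjusted p under 0.05).

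The comparison of non-compacted soil with gel asked how growth in soil differs from the usual gel culture. The photosynthesis list was lower in soil-grown roots, and the aquaporin list (11 of 31 higher) and the endodermis marker list (3 of 5 higher) were higher. Each had adjusted p = 0.74 with an estimated correlation. CAB1R (LOC_Os09g17740; chromosome 9, 10845678 to 10847156), a light-harvesting chlorophyll protein, was at 0.401 ± 0.237 CPM in soil (n = 3) and 26.7 ± 9.24 CPM in gel (n = 4), a change of −6.04 ± 0.46 (adjusted p = 6.01e-05). PIP2-6 (LOC_Os04g16450; chromosome 4, 8948206 to 8950028) was at 750 ± 64.9 against 182 ± 37.7 CPM (2.05 ± 0.17, adjusted p = 9.55e-05). A dirigent gene, LOC_Os08g26560 (chromosome 8, 16167067 to 16168041), was at 675 ± 151 CPM in soil and had 1 count in gel, a ratio of 138574 (95% counting interval 24871 to 5473426).

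Of 39 tested photosynthesis genes 31 were lower in soil and none higher by edgeR (33 lower adjusted over the list alone), with a median of −4.60, or −4.55 with genes at 0 counts set at their floor (camera, adjusted p = 2.41e-09, and adjusted p = 0.74 with an estimated correlation). LOC_Os07g37240, a CP29 antenna protein, had no counts in soil and was at least 217-fold lower. The oxygen-evolving protein LOC_Os01g31690 had 1 count in soil and a ratio of 0.00118 (2.98e-05 to 0.00657), and the photosystem I subunit LOC_Os03g56670, which overlaps an antisense gene, a ratio of 0.00332 (8.4e-05 to 0.0186). Summed over the photosynthesis list, levels were 177 ± 42.1 CPM in gel, 59.4 ± 3.64 in non-compacted soil and 53.5 ± 6.06 in compacted soil. Aquaporins rose in soil, with 11 higher and 2 lower of 31 (11 and 3 adjusted over the list alone; adjusted p = 2.55e-05, and adjusted p = 0.74 with an estimated correlation), including TIP2-1 at 1970 ± 336 against 660 ± 119 CPM, TIP2-2 (1.60 ± 0.16) and PIP2-8 (1.76 ± 0.23).

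**Figure D4:**
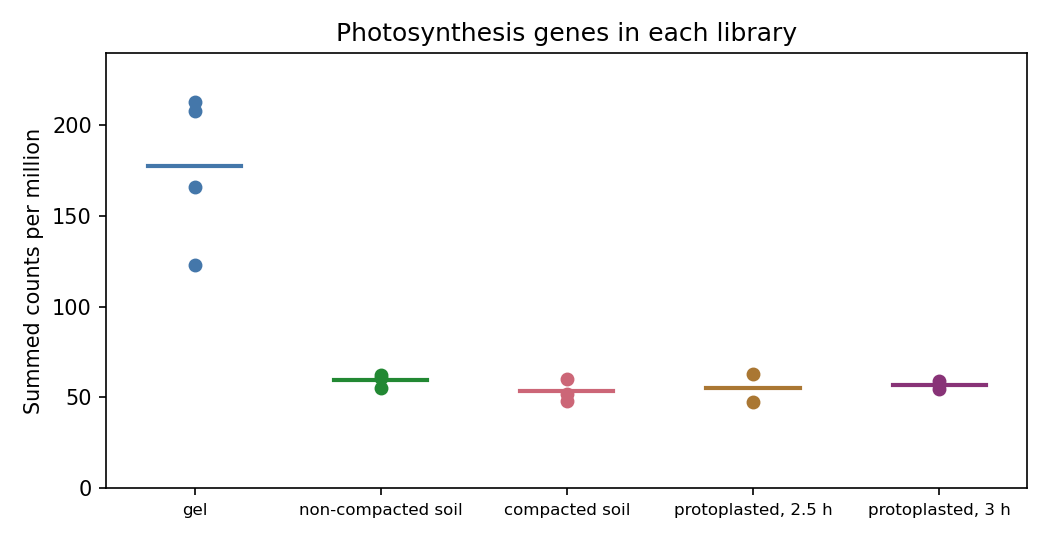
Summed level (CPM) of the photosynthesis genes in each library of the 5 groups, dots for libraries and lines for group means. Gel libraries averaged 177 CPM and the 2 soil groups 59.4 and 53.5 CPM.

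Root cell type markers differed between soil and gel. Trichoblast markers were lower in soil, 8 of 11 at either adjustment with a median of −2.02 (adjusted p = 5.58e-05), among them OsGELP9 (−3.97 ± 0.31), LPR1, a multicopper oxidase (−2.02 ± 0.24), and OsSNDP1, a phospholipid transfer protein (−2.25 ± 0.29). For its single-cell samples the study holds that washing off soil probably removed epidermal cells, while a root hair reporter looked alike in gel and soil. Whether the bulk roots were cleaned the same way is not stated, so loss in cleaning cannot be told apart from growth medium. Endodermis markers rose, 3 of 5 at either adjustment (adjusted p = 0.00436), with OsLAC12 at 102 ± 16 against 42.5 ± 14.1 CPM. LOC_Os01g67390 (1.07 ± 0.12) lost its call without non-compacted replicate 2 (0.94), and LOC_Os10g06680 (1.12 ± 0.26) without gel replicate 2 (0.92) or non-compacted replicate 2 (0.94) and with the replicate block. Xylem markers fell, 5 of 8 at either adjustment (adjusted p = 0.0272, or 0.0828 without gel replicate 1), among them the NAC factor ONAC073 (−1.56 ± 0.31) and LOC_Os08g38170 (−1.61 ± 0.35). No meristem marker passed for itself by edgeR, and the list rose with a median of 0.48 (adjusted p = 0.0224). OsPCNA, the sliding clamp of DNA replication, had 0.44 ± 0.11. These 4 lists had adjusted p = 0.74 with an estimated correlation, and the study picked them. Of the other marker lists, vascular tissue had 1 higher (OsPGL13, 1.25 ± 0.28) and 1 lower (LOC_Os07g44060, −1.53 ± 0.13) of 5 (adjusted p = 0.0522, with a call in 6 of 11 alternatives at 0.0192 to 0.0493, among them without gel replicate 2 or non-compacted replicates 1, 2 or 3), cortex 1 higher of 6 (OsHyPRP06, 1.39 ± 0.13; adjusted p = 0.111), root cap 2 lower of 10 (0.545), sclerenchyma 1 lower of 3 (0.111, or 0.0424 without non-compacted replicate 1) and atrichoblast 1 lower of 5 (LOC_Os01g64840, −3.23 ± 0.65; 1 and 1 adjusted over the list alone; 0.717). Library totals called 1 higher and 3 lower in the vascular list. Exodermis and phloem had no changed member by edgeR (0.181 and 0.545), although LOC_Os03g37411 of exodermis passed without gel replicate 2 or non-compacted replicate 1 (1.06 each). At an unadjusted p under 0.05 there were 4 meristem, 3 exodermis, 1 phloem and 4 phosphate genes, and DESeq2 called none of them.

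Nutrient genes changed in part. Of 14 nitrogen uptake and assimilation genes 4 were lower in soil and none higher at either adjustment (adjusted p = 0.367), among them the glutamate synthase LOC_Os01g48960 at 239 ± 43.4 against 863 ± 97.4 CPM (−1.85 ± 0.16) and the ammonium transporter AMT1-1 (−1.46 ± 0.25). LOC_Os02g02170, or OsNRT2.1, a high-affinity nitrate transporter, had 0.17 ± 0.64 (adjusted p = 0.874). None of 10 phosphate genes changed by edgeR, although SPX2 passed without gel replicate 2 (−1.40), with a median of 0.19 where the test pointed down (adjusted p = 0.889). PHT1-8, or OsPT8, a phosphate transporter, had −0.16 ± 0.33 (adjusted p = 0.746) and PHO1-2, which overlaps an antisense gene, −0.85 ± 0.12. Of 9 iron acquisition genes 1 rose and 1 fell at either adjustment (adjusted p = 0.21, or 0.00439 without non-compacted replicate 1), and the iron transporter LOC_Os03g46470, which overlaps an antisense gene, was at 43 ± 38.9 against 1.2 ± 0.347 CPM (5.14 ± 0.70). IRO2, a regulator of iron uptake that overlaps an antisense gene, had 0.25 ± 0.47 (adjusted p = 0.735). The boron transporter LOC_Os12g37840 had −0.57 ± 0.12 (adjusted p = 0.00678), under the fold threshold. ZIP10, a zinc transporter, rose by 1.25 ± 0.39 (adjusted p = 0.0391), a call lost without gel replicates 1 to 4 (adjusted p = 0.0798, 0.0734, 0.0642 and 0.0708), non-compacted replicate 1 (0.0535) or replicate 3 (0.67, adjusted p = 0.199).

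Defence, hormone and wall lists had members on both sides. Among 14 ABA biosynthesis genes 1 rose and 3 fell (adjusted p = 0.984; median 0.05, or −0.00 with library totals, where the test pointed down), and NCED1 fell by 3.16 ± 0.41. Of 10 jasmonate genes 3 rose and 1 fell (adjusted p = 0.181, or 0.0198 without non-compacted replicate 3), with TIFY10C at 1.16 ± 0.19. Of 3 diterpenoid phytoalexin genes the momilactone A synthase LOC_Os04g10010 was at least 70.6-fold higher (list adjusted p = 0.476, or 0.00986 without non-compacted replicate 2). Of 119 class III peroxidases 17 rose and 21 fell (19 and 24 adjusted over the list alone; adjusted p = 0.418), with LOC_Os07g44499 at −3.57 ± 0.27. Of 67 WRKY factors 6 rose and 13 fell (7 and 13 adjusted over the list alone; adjusted p = 0.346), and LOC_Os06g30860 was at least 496-fold higher. Of 363 NB-ARC resistance genes, sensors of pathogen effectors, 31 rose and 45 fell (32 and 48 adjusted over the list alone; adjusted p = 0.323), among them LOC_Os01g16390 (3.52 ± 0.32) and LOC_Os12g10710 (−2.09 ± 0.18). Soil defence genes had 4 higher and 1 lower of 19 (4 and 2 adjusted over the list alone or with library totals; adjusted p = 0.967), with the dirigent OsDIR14 at 1.60 ± 0.28. Soil cell wall integrity genes had 1 higher of 6 (the xyloglucan hydrolase LOC_Os11g33270, 1.75 ± 0.26; adjusted p = 0.388). Both lists were shown in the study and are not independent evidence. Of 47 expansins 9 rose and 10 fell (9 and 11 adjusted over the list alone; adjusted p = 0.322), with EXPA20 at 3.13 ± 0.32 and EXPB18 at least 272-fold lower. Lignin genes had 2 higher and 2 lower of 12 (3 and 2 adjusted over the list alone; adjusted p = 0.503), suberin genes 3 higher and 1 lower of 24 (0.503, or 0.00986 without non-compacted replicate 2), and fermentation and haemoglobin genes 3 higher and 7 lower of 35 (0.181, or 0.0266 without non-compacted replicate 3), with the pyruvate decarboxylase LOC_Os05g39310 at 6.08 ± 0.66. OsLTPG16, a lipid transfer protein of the suberin list, rose by 2.39 ± 0.32.

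Among changed genes with a mean of at least 10 CPM and no overlap between replicates, the other largest rises in soil were the dirigent genes LOC_Os08g26110, at least 2867-fold, and LOC_Os12g26380 (8.77 ± 0.51), the receptor kinase LOC_Os09g17910 on 1 count in gel (ratio 7073, 1269 to 279440), BURP11 (9.06 ± 0.70) and LOC_Os12g08760 (7.30 ± 0.22). The largest falls under the same limits were the phenylalanine ammonia-lyase LOC_Os12g33610 (−9.24 ± 0.53), the heme-binding LOC_Os01g63210 (−8.11 ± 0.55), the receptor kinase LOC_Os04g03579 (−6.48 ± 0.41), the SOUL protein LOC_Os01g11230 (−6.26 ± 0.31), CAB1R and LOC_Os02g46460 (−5.93 ± 0.32), a nitrate and peptide transporter family member. Of 24374 tested genes 1316 were higher and 2245 lower in soil (edgeR), and replicates did not overlap in 10048 genes (41.2%, where chance gives 5.71%). Camera called 6 of 28 lists, 3 higher and 3 lower, and none with an estimated correlation (lowest adjusted p = 0.74; 0 lists at an unadjusted p under 0.05).

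The comparison of protoplasted with intact gel roots asked which genes respond when walls are digested to release cells. The jasmonate and WRKY lists rose, and the root hair marker and ribosomal protein lists fell. These lists had adjusted p = 0.479, 0.479, 0.479 and 0.506 with an estimated correlation. TIFY11C (LOC_Os03g08320; chromosome 3, 4236724 to 4238274), a jasmonate-induced repressor, was at 1274 ± 25.2 CPM in protoplasted roots (n = 5) and 1.05 ± 0.408 CPM in gel roots (n = 4), a change of 10.24 ± 0.24 (adjusted p = 6.62e-12). WRKY71 (LOC_Os02g08440; chromosome 2, 4542762 to 4544983) was at 667 ± 118 against 1.5 ± 0.218 CPM (8.73 ± 0.13, adjusted p = 5.06e-13). EXPA12 (LOC_Os03g06000), an expansin, had no counts after protoplasting and was at least 2136-fold lower.

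Of 10 jasmonate genes 9 rose and 1 fell, with a median of 6.54 (camera, adjusted p = 0.00019), and TIFY11A, TIFY11D and TIFY11B rose by 11.55 ± 0.20, 9.82 ± 0.16 and 7.31 ± 0.14. Of 87 WRKY factors 54 rose and 17 fell (adjusted p = 8.13e-05). By adjusted p, not by size of change, the next after WRKY71 were LOC_Os05g25770 (6.97 ± 0.12), LOC_Os05g09020 (6.60 ± 0.12) and LOC_Os06g06360 (8.13 ± 0.20). Of 80 glutathione S-transferases, which conjugate toxic compounds, 38 rose and 19 fell (adjusted p = 0.0469, or 0.0611 without gel replicate 2), with LOC_Os10g38340 at 289 ± 15.5 against 4.27 ± 0.412 CPM. With an estimated correlation the jasmonate and WRKY lists had adjusted p = 0.479 and the glutathione list adjusted p = 0.683. Of 5 phytoalexin genes 4 rose (adjusted p = 0.0546, with a call in 6 of 13 alternatives at 0.0245 to 0.0493, among them without 2.5 h replicates 1 or 2 or 3 h replicates 1 or 3), among them KSL4 (8.34 ± 0.68), with LOC_Os04g10010 at least 1442-fold higher; the median was 8.34, or 8.10 with genes at 0 counts set at their floor. The 43 heat shock genes, among them HSP17.4 (5.33 ± 0.12) and HSP17.9B (5.27 ± 0.13), split into 14 higher and 15 lower (14 and 23 with library totals; adjusted p = 0.935, with a median of −0.40 where the test pointed up). Core histones had 13 higher and 8 lower of 45 (adjusted p = 0.828, with a median of −0.06 where the test pointed up), or 7 higher and 18 lower with a median of −0.85 with library totals, from LOC_Os06g04030 (2.39 ± 0.16) to LOC_Os01g31800 (−2.98 ± 0.27). Counts adjusted over the list alone were the same numbers for every list in this comparison.

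Ribosomal protein genes fell, 130 of 263 against 9 higher, with a median of −0.99 (adjusted p = 1.16e-12), or 226 against 6 with a median of −1.78 with library totals, among them LOC_Os01g52490 for S24 (−2.74 ± 0.11) and LOC_Os02g28810 for S8 (−2.52 ± 0.11). All 11 trichoblast markers fell, with a median of −4.11 (adjusted p = 0.000263), including OSINV2, an invertase (−4.62 ± 0.20), LPR1 (−4.69 ± 0.20) and CSLD1, a cellulose synthase-like protein of root hairs (−2.98 ± 0.13). All 5 vascular tissue markers fell (adjusted p = 0.00707), with the phosphate exporter PHO1-2 at 90.3 ± 4.88 against 304 ± 18.4 CPM. Class III peroxidases had 25 higher and 76 lower of 127 (adjusted p = 0.00286), from LOC_Os11g02130 at 11.95 ± 0.14 to LOC_Os01g18970 at −6.95 ± 0.18. Photosynthesis genes had 1 higher and 26 lower of 42 (adjusted p = 0.0152), with CAB1R at −5.48 ± 0.45, and summed levels of 55.1 CPM after 2.5 h and 56.8 CPM after 3 h. With an estimated correlation these 5 lists had adjusted p = 0.506, 0.479, 0.479, 0.703 and 0.683. All 5 endodermis markers rose (3 with library totals; adjusted p = 0.00707, and adjusted p = 0.479 with an estimated correlation), with prx5 at 384 ± 36.8 against 59.9 ± 3.36 CPM (2.65 ± 0.08) and OsLAC12 at 2.78 ± 0.23. Lists without a call were exodermis (4 of 4 lower; adjusted p = 0.0768, or 0.0373 with no filter), meristem (4 of 5 lower, GRF6 at −5.75 ± 0.50; 0.0509, with a call in 11 of 13 alternatives at 0.0286 to 0.0493, including without each library except 3 h replicate 2), atrichoblast (4 of 5 lower, OsSultr1 at −3.78 ± 0.28; 0.118), xylem (5 of 8 lower, CESA4 at −1.95 ± 0.09; 0.101), cortex (3 of 6 lower, BHLH3 at −2.18 ± 0.17; 0.633), sclerenchyma (2 of 3 lower, NST1/2/SND1 at −4.66 ± 0.51; 0.431), root cap (4 higher and 6 lower of 12, OsASN1, with an antisense overlap, at −2.07 ± 0.11; 0.633) and phloem (2 of 4 higher, LOC_Os06g45410 at 2.06 ± 0.21; 0.71; median 0.64, or −0.15 with library totals, which called 1 higher and 2 lower).

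Under the limits of 10 CPM and no overlap, the largest rises were in genes with no counts in gel: LOC_Os02g57810, a cytokinin hydroxylase, at least 80118-fold, the transporter LOC_Os04g56560 (59581-fold at least), the ethylene response factor LOC_Os11g06770 (at least 45635-fold), the F-box gene LOC_Os09g17152 (at least 35173-fold), the phospholipase LOC_Os08g04800 (at least 29229-fold) and WRKY28 (at least 26617-fold). Ranked by fitted change, the largest falls under these limits were EXPA12, whose size is given only as a bound, the neprosin gene LOC_Os01g37000 (−13.54 ± 0.38), CSLF3, a mixed-linkage glucan synthase (−11.39 ± 0.48), OsGELP9 (−11.18 ± 0.44), the resistance gene LOC_Os08g14830 (−11.03 ± 0.54) and the cysteine synthase family gene LOC_Os06g36850 (−9.96 ± 0.46). Of 26677 tested genes 7445 were higher and 7782 lower (edgeR; 57.1%), or 4264 higher and 2580 lower with a minimum of 10 CPM, and replicates did not overlap in 17761 genes (66.6%, where chance gives 1.59%). With so many genes changed the scaling matters: the median of all genes was −0.16 with TMM and −0.95 with library totals, which put 30.3% of changed genes higher in place of 48.9%. Camera called 9 of 20 lists, 4 higher and 5 lower, and none with an estimated correlation (lowest adjusted p = 0.479; 1 list at an unadjusted p under 0.05).

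The comparison of 3 h with 2.5 h digestion asked how much the longer digestion adds. The heat shock and ribosomal protein lists rose and the core histone and root cap lists fell, and single regulators changed. Each of these lists had adjusted p = 0.14 with an estimated correlation. WRKY76 (LOC_Os09g25060; chromosome 9, 14975932 to 14977713) was at 41.4 ± 0.281 CPM after 3 h (n = 3) and 14 ± 0.349 CPM after 2.5 h (n = 2), a change of 1.57 ± 0.11 (adjusted p = 3.85e-14). OsWRKY48 rose by 1.89 ± 0.16, the ethylene response factor LOC_Os09g28440 by 1.73 ± 0.13, the B3 domain gene LOC_Os11g05740 by 2.46 ± 0.19, the lipoxygenase LOC_Os03g52860 by 2.02 ± 0.21 and the P450 LOC_Os04g48170 by 1.60 ± 0.18. The terpene synthase LOC_Os11g28530 fell by 1.36 ± 0.16, the receptor kinase LOC_Os01g59570 by 1.34 ± 0.14, the lipoxygenase CM-LOX1 by 1.31 ± 0.13, LOC_Os08g04240 by 1.27 ± 0.12, the calcium pump ACA9 by 1.23 ± 0.14 and LOC_Os04g10010 by 1.21 ± 0.16.

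Heat shock genes rose as a list, with 3 higher and 1 lower of 37 and a median of 0.59 (camera, adjusted p = 5.3e-05), among them HSP17.9A (1.51 ± 0.22) and LOC_Os04g01740 (1.42 ± 0.27). WRKY factors rose with 5 of 78 higher (adjusted p = 0.0251, or 0.0748 and 0.0547 without 2.5 h replicates 1 and 2), including LOC_Os05g49620 at 1.25 ± 0.11. Ribosomal protein genes rose as a list with a median of 0.21 and 1 lower of 262 (1 higher and 1 lower adjusted over the list alone; adjusted p = 9.28e-09). Core histones fell with a median of −0.26 and none of 45 changed by edgeR, or 1 higher with library totals (adjusted p = 2.09e-05), for example LOC_Os03g27310 for H3.3 at −0.39 ± 0.05. These 4 lists had adjusted p = 0.14 with an estimated correlation. Root cap markers fell, 3 of 11 (4 adjusted over the list alone; adjusted p = 0.00549, and 0.14 as adjusted p with an estimated correlation), with LOC_Os06g38764 at −1.70 ± 0.28 and LOC_Os10g36848 at −1.35 ± 0.35. Endodermis markers rose as a list (adjusted p = 0.00212, and adjusted p = 0.298 with an estimated correlation) with no member past the fold threshold, OsLAC12 having 0.36 ± 0.05. Cortex markers rose (adjusted p = 0.0365, or 0.189, 0.0707, 0.0775 and 0.0533 without 2.5 h replicate 1, 2.5 h replicate 2, 3 h replicate 1 and 3 h replicate 3), with OsHyPRP06 at 0.96 ± 0.04. Xylem markers fell (adjusted p = 0.0314, a call lost with the replicate block), with CESA9 at −0.63 ± 0.09. The cortex and xylem lists had adjusted p = 0.207 with an estimated correlation. Of 3 sclerenchyma markers OsMYB86-L2 rose by 1.17 ± 0.15, a call lost without 2.5 h replicate 2 (0.99), and the list had no call (adjusted p = 0.745, with a median of −0.95 where the test pointed up). Meristem, exodermis, vascular tissue, phloem, atrichoblast and trichoblast markers had no changed member by edgeR and no list call (adjusted p = 0.464, 0.501, 0.693, 0.935, 0.912 and 0.935), and for the last 2 the median and the test differed in sign. Without 2.5 h replicate 2 calls appeared for LOC_Os03g37411 of exodermis (8.25), OsSultr1 (2.55) and EXPA8 (−1.05) of atrichoblast and OsGT5 of trichoblast (2.07), and with DESeq2 for RHL1 of trichoblast (5.77). At an unadjusted p under 0.05 there were 23 histone, 4 endodermis, 2 cortex, 5 xylem, 2 meristem and 0 exodermis genes, and 1 each in the vascular, phloem, atrichoblast and trichoblast lists, of all which DESeq2 called 1 trichoblast gene. OsPCNA had 0.73 ± 0.09. Of 23984 tested genes 493 were higher and 174 lower after 3 h (edgeR), and replicates did not overlap in 10665 genes (44.5%, where chance gives 20%). Camera called 8 of 15 lists, 5 higher and 3 lower, and none with an estimated correlation (lowest adjusted p = 0.14; 5 lists at an unadjusted p under 0.05). Libraries of the longer digestion also had more genes with counts, 25904 to 26429 against 24725 to 25211, and more genes with exactly 1 count, 290 to 402 against 193 and 210.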

Values the study reported

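The study reported 232 differentially expressed genes between 2.5 h and 3 h of protoplasting, with a Pearson correlation above 0.99. From its single-cell data it reported 11,259 differentially expressed genes between gel and soil, 31% of them altered in a single cell type or stage. Under compaction it reported 7,947 such genes, 42% of them in a single cell type or stage. For bulk data it stated a log2 change of at least 1.0 with an adjusted p of at most 0.05, and it left out genes that protoplasting moved by an absolute log2 change of 2 or more.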

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

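The tests of gel replicate 2 below were chosen only after the result was seen. Values of 154 named genes were examined in the 4 gel libraries for a library whose gap to its nearest neighbour was a larger share of the whole range than the 95% critical value of Dixon for 4 values. Of these, 14 (9.09%) had such a library: 9 in replicate 2, 3 in replicate 4 and 1 each in replicates 1 and 3. For normally distributed values chance flags about 1 in 20 groups. That rate does not hold for genes at 0 in all other gel libraries, here LOC_Os08g26560, KSL4 and LOC_Os09g17910, which are always flagged. Genes that vary together within a library are not independent either.

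In gel replicate 2 the levels standing apart were OsLAC12 at 21.6 CPM (47.9 to 52.3 in the other gel libraries), LOC_Os09g32570 at 6.06 CPM (11.6 to 12.2), LOC_Os03g09020 at 6.42 CPM (4.36 to 4.5), CYP74A2 at 0.734 CPM (0.307 to 0.357) and LOC_Os01g52480 at 0.791 CPM (2.15 to 2.43). The others in that library were LOC_Os03g56670 at 1.24 CPM (2.72 to 2.98), OsASN1 at 334 CPM (448 to 461), ZIP10 at 2.22 CPM (4.12 to 4.48) and OsABCG14 at 10.8 CPM (22.8 to 25). In replicate 4 these were EXPB18 at 7.14 CPM (5.87 to 6), and LOC_Os08g26560 at 0.0206 CPM and KSL4 at 0.0934 CPM, each 0 in the others. LOC_Os09g17910 stood at 0.0238 CPM in replicate 3 (0 in the others) and LOC_Os01g72150 at 1.19 CPM in replicate 1 (1.76 to 1.82).

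Gel replicate 2 was the deepest gel library and had the fewest genes with counts. Thinned to the depth of the shallowest gel library it had 25322 genes with counts, against 26891 to 27835 in the others, which argues against depth as the cause. Its lowest correlation across genes with another gel library was 0.989, above its highest with any other group (0.974, non-compacted soil), which argues against a library of another group under its label, although the other gel pairs correlated at 0.996 or more. Reads from few starting molecules, counted many times, may explain it: thinned to the same depth, the genes counted in this gel library alone had a median count of 6, where the highest other gel library had 3. No biological explanation was tested. The same sign appeared in the 2.5 h libraries, with a median count of 8 in each against 4 to 5 after 3 h, though in a group of 2 a gene is absent from only 1 other library. Genes with exactly 1 count numbered 193 and 210 there against 290 to 402. Gel libraries also had fewer such genes, 174 to 748, than non-compacted soil with 1061 to 1154. The number of genes with 1 count therefore moves with the digestion and soil comparisons, while protoplasted and gel libraries overlapped in it. Leaving out gel replicate 2 gave 3595 changed genes for soil, against 3561, and 15122 for protoplasting, against 15227. Beyond that, the part of these differences in the comparisons was not tested.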

How the results depend on the processing

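The minimum of 10 CPM was chosen after the data were seen. The order below is compaction, soil against gel, protoplasting and the longer digestion. No called list or named gene with a call changed the direction of its test under the alternatives run for it. Among all genes called for protoplasting, 1 was called in the opposite direction with 3 h alone. Camera was not run with library totals, which put the median of the core histones under compaction at 0.03 in place of −0.12. Counts of changed genes stayed within 1.5 times the reported ones with DESeq2 (3232, 3886, 15338 and 823), DESeq2 size factors (2934, 3521, 15188 and 664), library totals (3305, 3611, 17648 and 678), no filter on low counts (2971, 3520, 15527 and 695), all 5 groups in 1 fit (2641, 3661, 16212 and 484) and, for protoplasting, 2.5 h alone (14276) or 3 h alone (14302). Without a fold threshold there were 5737, 6792 and 4898 changed genes for compaction, soil and the longer digestion, since more genes can pass. A minimum of 10 CPM left 876, 1278, 6844 and 114, since fewer genes are tested, of which 49.1%, 39.2%, 62.3% and 78.1% were higher in place of 65.2%, 37%, 48.9% and 73.9%. The stricter threshold left 8895 after protoplasting and 56 after the longer digestion. Leaving out each library gave 2176 to 2864, 2877 to 3595, 14654 to 15177 and 474 to 932 changed genes, and 10 to 17, 5 to 9, 9 to 11 and 6 to 8 called lists. Similar totals do not mean the same genes. Of the genes called in the main fit, 68.7% to 81.8%, 76.2% to 88.1%, 94.4% to 97.6% and 62.8% to 67.2% were also called without 1 library. With all 5 groups in 1 fit, 75.7%, 88.3%, 98% and 41.8% of them were. The lowest list count under compaction, 10, was without compacted replicate 2, and the cause was not tested. With a correlation estimated per list, 0 lists were called in each of the 4 comparisons, and the cause was not tested. A correlation above the preset 0.01 cannot be the only cause. The heat shock list of the longer digestion had an estimated correlation of −0.0203, below the preset. Its unadjusted camera p nevertheless went from 1.06e-05 to 0.0143. Replicate numbers were checked as pairs. Correlations of same-number pairs were 0.059 to 0.182 for compaction, −0.019 to 0.134 for soil, −0.009 to 0.020 for protoplasting and 0.015 to 0.022 for the longer digestion. Pairing was to be used only where every such correlation was above 0.1, so libraries were not treated as paired. For compaction, though, 5 of 6 libraries correlated best with their own number, and other-number pairs had −0.158 to 0.079, so pairing is not ruled out there. A replicate block gave 2901, 3035, 13702 and 594 changed genes, and 17, 6, 11 and 7 lists. Of the named genes refitted without 1 library, 663 values for compaction kept their side of the threshold and 96 lost their call, with 667 and 55 for soil, 783 and none for protoplasting, and 286 and 14 for the longer digestion, and the few others gained a call or changed sign without a call. Depth limits genes with few counts, whose folds are given as bounds or ratios with counting intervals.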

Other observations

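The scan of protein domains, the clock genes, the test of scaling, inner tissues and cell number on endodermis markers, the test of shared controls and the leaf test without carbonic anhydrase were chosen only after the result was seen. The other splits of the libraries, the leaf test with carbonic anhydrase and the overlap test were not.

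Domain groups were tested beside the lists, with which some share genes, as chalcone synthases do with the phenylpropanoid list. In compacted soil, camera called 33 of 481 domains: sulfotransferases fell (14 lower and 1 higher of 22, median −2.03, adjusted p = 3.46e-06), as did dirigent proteins (19 lower and 1 higher of 41, median −1.46, adjusted p = 0.000184) and chalcone synthases (9 lower of 12, median −6.07, adjusted p = 0.001), and small heat shock proteins rose (11 of 27, median 1.05, adjusted p = 0.013). In soil against gel 27 of 480 were called, with NAC factors lower (23 of 77, adjusted p = 0.00345) and jacalin lectins lower (9 lower and 1 higher of 15, adjusted p = 0.00701). After protoplasting 53 of 516 were called, with AP2 factors higher (83 higher and 26 lower of 130) and tubulins lower (10 of 12), and with longer digestion 57 of 478. With an estimated correlation none of those named was called (adjusted p = 0.989, 0.996, 0.901 for AP2 factors and 0.849 for tubulins).

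The number of changed genes under other splits of the libraries was compared with the real one. Splits that mix the groups carry the group difference as spread, which lowers their counts. For soil against gel 1 of 35 splits, the real one with 3561 genes, gave as many, and the highest other gave 62. That share, 0.0286, argues against chance but cannot exclude it. For protoplasting 1 of 100 splits drawn from 126, the real one with 14037 genes in a fit of 2 groups, gave as many, and the highest other gave 5562. That share, 0.01, likewise argues against chance without excluding it. For gel and protoplasted roots this holds for the grouping of these libraries and not for differences between cultures, since their replicates are not stated to be separate cultures. For compaction 1 of 10 splits gave 2967 genes and the highest other gave 0, and 10 splits are too few for a share under 0.05.

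The sum of photosynthesis genes was higher in gel than in soil roots. Leaf or shoot tissue in the gel samples would bring Rubisco and its activase with the chlorophyll binding proteins. The panel first set, with carbonic anhydrase, stood at 156% of the chlorophyll binding genes and so met its criterion. It decided nothing, because LOC_Os01g45274, a carbonic anhydrase at 152 CPM in gel, 212 in non-compacted and 342 in compacted soil, made up 98.6% of it. With that gene left out the panel stood at 2.13% (2.11 against 99 CPM), which argues against leaf tissue as the source of most of these counts. The same panel was at 0.537 CPM in non-compacted and 1.14 CPM in compacted soil, also below gel. A small part from green tissue is therefore not excluded. Hour of harvest cannot be told apart from growth medium. The study states constant light for both gel and soil seedlings, and whether the roots kept a daily rhythm was not tested. Of 4 evening clock genes 3 were called lower in soil, among them GI at 55.7 against 740 CPM (−3.73 ± 0.12, adjusted p = 7.38e-07). The remaining evening gene, HD3B, was also lower at −0.59 ± 0.12 (adjusted p = 0.00589), under the fold threshold. The morning gene LHY, at 0.58 ± 0.17 (adjusted p = 0.0301), stayed under that threshold too. The day genes PRR73 (−2.52 ± 0.16) and PRR95 (−2.35 ± 0.17) were called lower in soil, and PRR37 had −0.93 ± 0.13, under the threshold. Light reaching roots in clear gel may contribute and was not tested.

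Endodermis markers were lower in compacted soil. Scaling as the cause is argued against by the list median of −1.57 nearest to 0 (library totals; −1.72 with TMM and −1.75 with DESeq2 size factors). For vascular tissue and phloem, a smaller share is argued against by their markers, with a median of 0.35 and 6 of 9 above 0. Xylem markers, not part of that test, had 6 of 8 below 0 and a median of −0.85. A smaller share of all inner tissues is therefore not excluded. Fewer endodermal cells may explain the fall of endodermis markers and cannot be told apart from lower transcript levels per cell. The endodermis markers spanned 1.52, with OsBBS1 at −0.39 and the other 4 between −1.91 and −1.54. A response of endodermal cells to compaction stays open and was not tested.

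A hypothesis was that compaction and protoplasting share a stress response. Of 23817 genes tested in both, 675 were higher in both, where independent lists matched on expression in gel gave 498, a ratio of 1.36 that fell short of the 1.5 set for it and above the 1 that would have excluded it, so the hypothesis stays open. Water stress genes were higher in both for 7 of the 10 tested in both. The study chose that list on its own data, so this count is not independent evidence. Genes with few counts in gel could be tested for protoplasting only if counted after digestion, which favours a rise in both. LEA14 rose by 7.36 and 9.10. Genes lower in both numbered 515 against 314. Genes higher in compacted soil and lower after protoplasting also exceeded matched lists, 627 against 528 (ratio 1.19), and those lower and then higher numbered 230 against 246.

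Genes changed in opposite directions by soil and by compaction were more than independent lists give. Of 23693 genes tested in both, 332 were higher in soil than gel and lower in compacted soil, against 57.3 for independent lists, and 591 were lower and then higher, against 138. NCED1 and OsLAC12 were among them. Non-compacted libraries enter both comparisons, which by itself pulls the changes in opposite directions. Over 20 simulations the correlation of the changes across genes was −0.55 from shared controls alone, against −0.39 observed, and the covariance was −0.07 against −0.40. Simulated opposite calls numbered at most 1, but with shared controls alone few genes can be called at all. Those calls therefore cannot show how much shared controls add to the real opposite calls.

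The count of genes changed by the longer digestion here was 667. That is higher than the value quoted from the study above, at the thresholds the study states for bulk data. The study used a Wald test in place of the edgeR test, and the DESeq2 Wald test gave 823 here. For leaving out genes affected by protoplasting the study states a larger fold, and which was used for the quoted value is not given. With a fold of at least 4 the count here was 175, lower than the quoted value.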
